A study of Mus musculus with 6 samples. Its data were reported in "The EZH2-H3K27me3 axis modulates aberrant transcription and apoptosis in cyclophosphamide-induced ovarian granulosa cell injury" (2023).

How the data were processed

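H3K27me3, the trimethylation of lysine 27 on histone H3, is a repressive chromatin mark laid down by Polycomb repressive complexes. It was profiled by CUT&Tag in mouse ovarian granulosa cells (GCs). In CUT&Tag, an antibody guides a protein A-Tn5 transposase fusion to the marked chromatin of permeabilized cells, and the transposase cuts the DNA there and adds sequencing adapters at the same time. Cyclophosphamide (CTX) is an alkylating chemotherapeutic agent, and phosphate-buffered saline (PBS) was the vehicle control. GCs were collected 6 h after the injection, with 3 libraries in the PBS group and 3 in the CTX group.

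The authors aligned the reads with BWA to the mouse mm10 assembly, kept uniquely mapped and de-duplicated reads, and called peaks with MACS2 at a q-value threshold of 0.05. Peaks were called for each library separately, so each library has its own list. The deposited lists give for each summit an interval and a summit position, a MACS2 score, which is the −log10 q-value on an expanded scale, a fold enrichment, which is the ratio of the pileup to a local background, and the −log10 of the p-value and of the q-value. The score, the fold enrichment and the −log10 values are the authors' own values for a peak, and they were used to rank, filter or describe peaks within a list and to recover pileups as described below. The fold enrichment was also compared between the groups, after the other results were seen, to examine what it measures. Use of a control library in peak calling is not stated. H3K27me3 forms broad domains, whereas the lists are narrow peaks with several summits in some intervals, so a domain can appear as several peaks, and the number of peaks depends on how domains were broken up.

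Intervals of a library that overlapped or touched were merged and counted as 1 peak. The merged peaks of all 6 libraries were merged again into regions, and a library was counted as present in a region when its peaks overlapped it by at least 1 bp. A region or gene present in all 3 libraries of a group and in no library of the other is called group-specific, and genes with such promoter peaks in the PBS group are called lost. Coordinates are those of mm10 (GRCm38), 1-based. Genes and transcripts were taken from the GENCODE annotation of that build, with 55536 genes and 141862 transcripts. None of the deposited intervals ended beyond its chromosome in the GRCm38 sequence (0 intervals), and 137 intervals lay on unplaced or unlocalized contigs. Each peak was assigned to the first class it met in the order promoter, 5′ UTR, 3′ UTR, exon, intron and intergenic. A promoter was the sequence within 2000 bp on either side of a transcription start site (TSS). GC content and soft-masked sequence, which marks repeats, were read from the GRCm38 sequence, and a peak was called repeat-rich when at least 50% of its bases were soft-masked or when it lay on a contig or the mitochondrial genome.

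The lists carry no total read counts. MACS2 computes the fold enrichment as pileup plus 1 over background plus 1 and the p-value from a Poisson distribution, so a whole-number pileup and its background were solved from the pair of values at each summit. A solution was found for 99.8% to 99.9% of summits per library. Local backgrounds were checked at a part of the summits only, 1123 to 1435 per library. All of those checked (100%) counted as whole multiples of 0.02. This is the value 1 read contributes when extended by 200 bp and spread over a 10 kb window. It fits a background computed from the library itself. The most frequent background is the floor MACS2 sets for the whole genome, and it gives the depth in reads per Mb of effective genome. This recovery was chosen after the data were examined. On simulated summits (1000), made with the same formulas, it returned the pileup and background of 100%. This checks the arithmetic only. The simulated backgrounds lay above the floors of 0.224 to 0.391 from which the depths were taken, and the highest pileups of repeat-rich regions were not simulated. Where pileups were compared between libraries, the highest pileup of a region was scaled to a depth of 1000 reads per Mb. The precision of a pileup is limited by its counting error, and no absolute scale (such as a spike-in) was used here.

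Group means are given ± SD over libraries. Values per library were compared by two-sided exact permutation tests, for which 3 against 3 libraries cannot give a p-value below 0.1. Overlap of library pairs was measured by the Jaccard index, the shared bases over the bases covered by either library. Counts of group-specific regions and genes were set beside those under all 10 splits of the 6 libraries into 3 and 3. Fisher's exact test (two-sided) over regions or genes describes these libraries only, since regions and genes are not replicates. The lists of genes were fixed before the data were examined: 9 genes that the study followed, 237 developmental regulator genes by family symbol, among them 39 Hox genes, 79 ribosomal protein genes and 12 genes of granulosa cell identity or function. The regions to name were fixed by a rule as well, namely the 10 PBS-specific and 5 CTX-specific regions with the highest mean rank percentile by q-value in their own lists, each named by the gene whose promoter it overlaps, otherwise by the gene body it lies in, otherwise by the nearest TSS. In simulated lists with planted group-specific regions, 100% of 200 PBS-specific and 100% of 20 CTX-specific regions were recovered.

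The alternatives tried were q-values of at most 0.01 and 1e-05, numbered autosomes only (with X for the chromosome X share), equal peak numbers per library by rank of q, peaks within 1000 bp joined, an overlap of 50%, promoter windows of 1000 and 3000 bp, the summit within the window, protein-coding TSSs only, each library left out in turn, and libraries paired by replicate number. Exclusion of repeat-rich peaks and the pooled peaks of a group were added after the data were examined. Depth-normalized read counts in merged peaks (RPM), with which the study compared the groups, and gene ontology terms were not analysed here. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1, bedtools 2.31.1 and matplotlib 3.10.9 were used.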

Results

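Anti-H3K27me3 CUT&Tag peak lists of GCs were compared between 3 PBS and 3 CTX libraries, collected 6 h after injection. The depth recovered from the lists was 1957, 1375 and 1595 reads per Mb of effective genome in PBS replicates 1, 2 and 3. It was 1433, 1630 and 1118 reads per Mb in CTX replicates 1, 2 and 3. The means were 1642 ± 294 in the PBS group and 1394 ± 258 in the CTX group (SD, n = 3 each), a difference within the spread between libraries (exact permutation p = 0.5). The 3 deepest libraries were PBS replicates 1 and 3 and CTX replicate 2. No sequencing batch or date was given in the sample descriptions.

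To determine how much of the genome carried called H3K27me3 in each group, the peaks of each library were counted and their length was summed. The PBS libraries held 6378, 4244 and 5325 peaks, and the CTX libraries held 4280, 4993 and 2916. The mean was 5316 ± 1067 in the control group and 4063 ± 1055 in the CTX-treated group (SD, n = 3 each; exact permutation p = 0.3), so the ranges overlapped. Of the alternatives tried, joining peaks within 1000 bp moved the difference most among those that kept all libraries, from -1253 to -679 peaks. Leaving out 1 library moved it as far, to -679 without CTX replicate 3, -722 without PBS replicate 1 and -1789 without PBS replicate 2. Peaks covered 2.36 ± 0.562 Mb in the PBS libraries and 1.44 ± 0.507 Mb in the CTX libraries (SD, n = 3 each; exact permutation p = 0.2). Peaks were narrower after CTX treatment, with median widths of 323 ± 17.3 bp in the PBS libraries and 249 ± 29.1 bp in the CTX libraries (SD, n = 3 each; exact permutation p = 0.1). The widths of the groups did not overlap, and 0.1 is the smallest p-value that 3 against 3 libraries allow. Over the 8 comparisons of values per library, the lowest Benjamini-Hochberg adjusted p-value was 0.32.

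**Figure D1:**
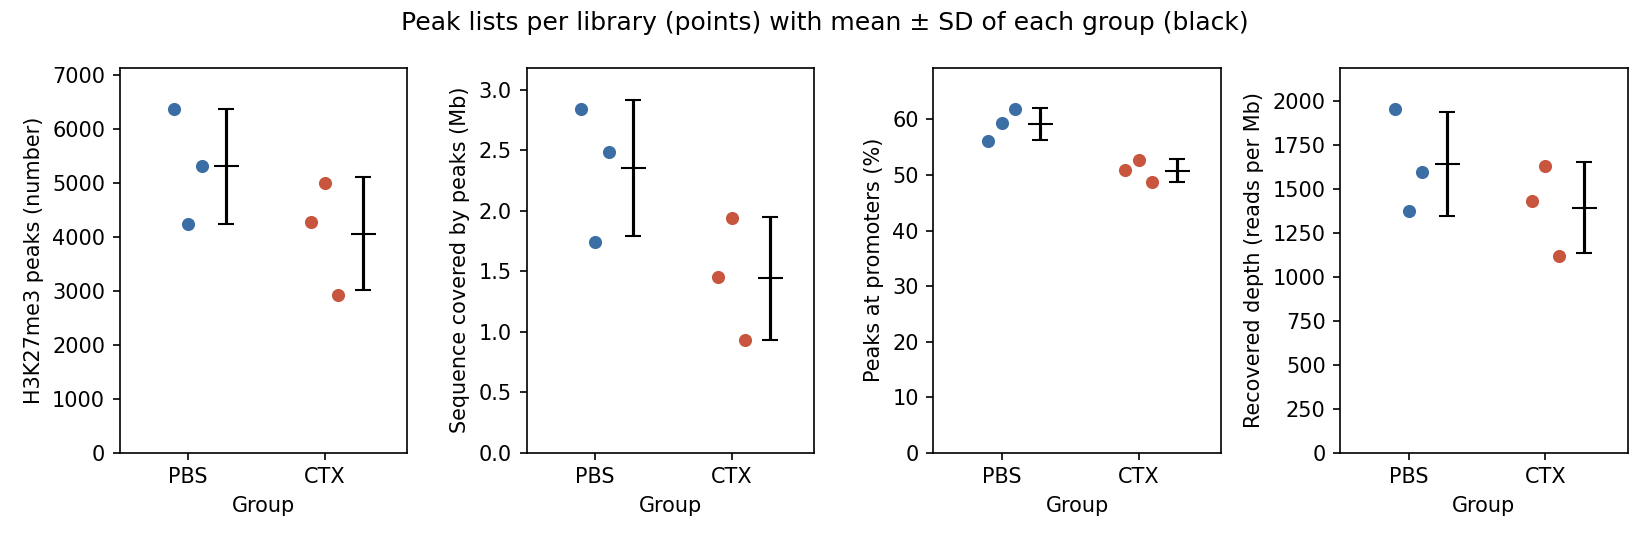
Number of H3K27me3 peaks, sequence covered by peaks in Mb, percent of peaks at promoters and recovered depth in reads per Mb of effective genome (y axes) in the PBS and CTX groups (x axes). Each point is a library and the black bars give the mean ± SD of 3 libraries. The promoter shares of the CTX libraries (48.7% to 52.8%) all lie below those of the PBS libraries (56.2% to 61.9%), whereas the other 3 measures overlap between groups.

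The proportion of peaks in the promoter region was then compared, since the study reported that it fell after CTX treatment. Promoter peaks made up 56.2%, 59.3% and 61.9% of the peaks in the PBS libraries. In the CTX libraries they made up 50.8%, 52.8% and 48.7%. The mean promoter share was 59.1% ± 2.88 in the control group and 50.8% ± 2.05 in the CTX-treated group (SD, n = 3 each), a difference of -8.38 percentage points that exceeded the spread between libraries (exact permutation p = 0.1, the smallest possible). Of the alternatives, the q-value threshold of 1e-05 moved this difference most, to -6.001 percentage points, and the groups then overlapped (exact permutation p = 0.2). With equal peak numbers it was -10.2 percentage points, and without PBS replicate 3 it was -6.98. The shares of the other classes shifted in the opposite direction for introns, from 14.0% ± 1.34 to 17.7% ± 1.16, and for intergenic sequence, from 21.5% ± 1.70 to 26.7% ± 1.65 (SD, n = 3 each; exact permutation p = 0.1 for each). In all 6 libraries the peaks were most frequent in the first 500 bp downstream of the nearest TSS, with 12.4% to 14.99% of peaks in the PBS libraries and 12.5% to 12.9% in the CTX libraries.

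**Figure D2:**
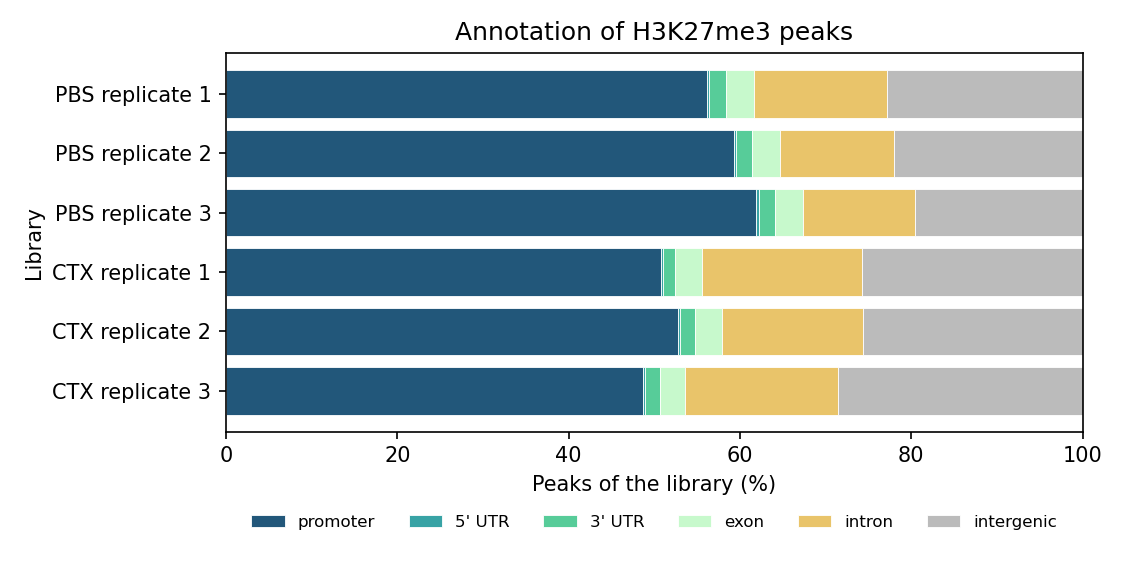
Annotation of the H3K27me3 peaks of each library (y axis) as percent of its peaks (x axis), with each peak counted once. Promoter peaks are the first bar segment, at 59.1% on average in the PBS libraries and 50.8% in the CTX libraries, and intron and intergenic peaks are the last 2 segments.

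**Figure D3:**
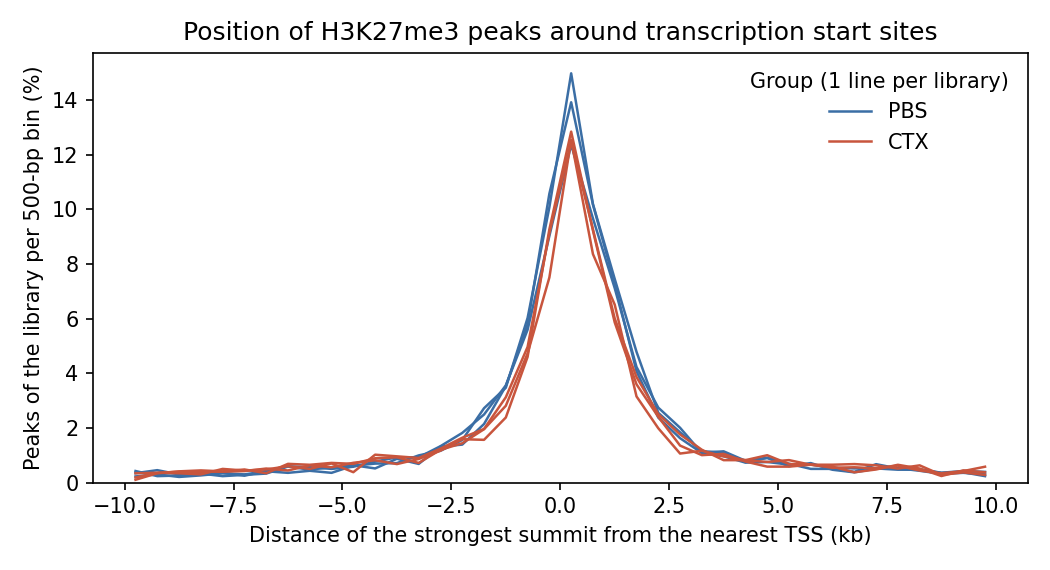
Position of the strongest summit of each peak relative to the nearest TSS in kb (x axis; negative is upstream) as percent of the peaks of the library per 500 bp bin (y axis), with 1 line per library. All 6 libraries have their highest bin just downstream of the TSS, at 12.4% to 14.99% of peaks.

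Chromosome X held 2.02% ± 0.167 of peaks in the PBS libraries and 2.25% ± 0.112 in the CTX libraries (SD, n = 3 each; exact permutation p = 0.2), a difference of 0.229 percentage points that was 0.149 without PBS replicate 2, while it makes up 6.49% of the length of the autosomes and X. As a rough measure of background, ribosomal protein genes, listed by symbol, were examined, most but possibly not all of which are active in every cell. A promoter peak was found at 1.27% ± 1.27 of these 79 genes in the PBS libraries and at 0.422% ± 0.731 in the CTX libraries (SD, n = 3 each; exact permutation p = 0.7), a difference that ranged from -1.48 without PBS replicate 2 to -0.211 without PBS replicate 3. Among all protein-coding genes the share was 8.28% ± 1.05 and 5.99% ± 1.37, respectively. None of the 12 granulosa cell genes listed had a promoter peak in any library. Of the 39 Hox genes, classical targets of Polycomb repression, 18.7 ± 6.66 had a promoter peak in the PBS libraries and 15 ± 4.36 in the CTX libraries (SD, n = 3 each; exact permutation p = 0.5). The counts were 23, 11 and 22 in PBS replicates 1, 2 and 3 and 13, 20 and 12 in CTX replicates 1, 2 and 3. Of the 237 developmental regulator genes, 57.2% ± 6.46 had a promoter peak in the PBS libraries and 41.8% ± 11.3 in the CTX libraries (exact permutation p = 0.2, n = 3 each). The shares were 61.2%, 49.8% and 60.8% in PBS replicates 1, 2 and 3. In CTX replicates 1, 2 and 3 they were 43.9%, 51.9% and 29.5%, so CTX replicate 3 weighed heavily in the difference.

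To compare the groups region by region, the overlap of library pairs was measured first. The mean Jaccard index was 0.328 for the pairs within a group and 0.293 for the 9 pairs between groups, a difference of 0.0358 that no other split of the libraries exceeded (1 of 10 splits, the actual one). The 3 PBS pairs had a mean of 0.391 and the 3 CTX pairs a mean of 0.265, and the pairs between groups ranged from 0.198 to 0.369. The CTX libraries were thus less alike than the PBS libraries, and on average also less alike than the pairs between groups. CTX replicate 2 overlapped PBS replicates 1, 2 and 3 more (0.360, 0.356 and 0.369) than CTX replicates 1 and 3 (0.308 and 0.238). The difference within minus between groups therefore came from the PBS pairs. It was not kept without PBS replicate 1, when it was -0.00414, or without PBS replicate 3, when it was -0.0027.

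The peaks of the 6 libraries merged into 12430 regions. Of these, 7803 regions (62.8%) were present in 1 library, and 1131 were present in 6 libraries. There were 204 PBS-specific regions and 11 CTX-specific regions. Without PBS replicate 2 the number of PBS-specific regions was 642, and without CTX replicate 3 the number of CTX-specific regions was 58. With equal peak numbers the counts were 83 and 20. A promoter was overlapped by 141 of the PBS-specific regions (69.1%) and by 0 of the CTX-specific regions (Fisher's exact test over regions, p = 4.77e-06). With equal peak numbers the difference in promoter share fell from 69.1 to 21.4 percentage points (Fisher's exact test, p = 0.129), so the contrast did not pass 0.05 under that alternative. Without CTX replicate 3, the shallowest library, it was 35.8 percentage points, and without PBS replicate 1 it was 51.5. For comparison, 72.4% of the regions present in 6 libraries overlapped a promoter. The median distance of the summit to the nearest TSS was 1069 bp for the PBS-specific, 7683 bp for the CTX-specific and 937 bp for the regions of all libraries.

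The PBS-specific regions ranked in the middle of their own lists, with a median rank percentile of 44.4 by q-value, against 85.5 for the regions of all libraries in the same lists. The highest-ranked was at chromosome 12, 72947047 to 72947666, in the promoter of Gm26709, with a mean rank percentile of 87.3 in the PBS lists. It was followed by a region in the promoter of Foxd1 (chromosome 13, 98353891 to 98354578; mean rank percentile 83.9). Further PBS-specific regions named by the rule lay in the promoters of Gm9874 (chromosome 17, 30483802 to 30484070), D130079A08Rik (chromosome 14, 104460497 to 104461023), Ccdc184 (chromosome 15, 98168825 to 98169086), Dpp6 (chromosome 5, 27049054 to 27050089), Serinc2 (chromosome 4, 130274788 to 130275242), Ankrd63 (chromosome 2, 118702193 to 118702766) and both Gm48303 and S1pr5 (chromosome 9, 21248120 to 21248672). The remaining one was nearest to the TSS of Gm26927 (chromosome 13, 84344826 to 84345502). Their mean rank percentiles ranged from 72.7 to 79.4. The summits of these 10 regions had pileups of 8 to 75 reads. Ccdc184, Dpp6, Ankrd63 and S1pr5 did not count as lost genes. A PBS-specific region at a promoter thus does not by itself make the gene a lost one.

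The 5 CTX-specific regions named lay in the gene bodies of Efl1 (chromosome 7, 82771207 to 82771731), St8sia1 (chromosome 6, 142956902 to 142957497), Ebf2 (chromosome 14, 67289508 to 67289983) and Pde7b (chromosome 10, 20459730 to 20459988), and nearest to the TSS of 4930558G05Rik (chromosome X, 129056471 to 129056744). Their mean rank percentiles in the CTX lists ranged from 78.0 to 88.6, and their summits had pileups of 6 to 27 reads. Unlike the PBS-specific regions, the CTX-specific regions as a whole ranked by q-value near the regions of all libraries. Their median rank percentile in the CTX lists was 78.3, against 79.6. Their median summit pileup was only 11 reads, whereas the median over all summits of a CTX library was 20.7 ± 3.51. For the PBS-specific regions it was 26 reads, against 29.3 ± 2.89 in the PBS libraries. A high rank by q-value thus did not mean a high pileup. Repeats made up 43.8% of the sequence at Efl1, 57.8% at Ebf2, 67.2% at Pde7b and 79.2% at 4930558G05Rik, and 7.38% at St8sia1.

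Genes were then assigned by promoter peaks. The number of genes with a promoter peak was 2562 ± 332 in the PBS libraries and 1881 ± 440 in the CTX libraries (SD, n = 3 each; exact permutation p = 0.2). Promoter peaks were present in all PBS libraries at 1824 genes, in all CTX libraries at 1119 genes and in 6 libraries at 1071 genes. At 122 genes, of which 87 were protein-coding, a promoter peak was present in every PBS and in no CTX library. The opposite pattern was found at 0 genes. Without PBS replicate 2 there were 265 such lost genes, and without CTX replicate 2 there were 279, while 54 were counted with equal peak numbers. The same total was reached by another split of the libraries, which separated the 3 deepest from the 3 shallowest libraries and gave 122 genes with promoter peaks specific to either side. Of the 109 developmental regulator genes with a promoter peak in all PBS libraries, 6 were among the lost genes (5.50%), namely Foxd1, Hoxa13, Hoxc11, Olig2, Pax7 and Tbx5, against 6.76% of the other genes (odds ratio 0.803; two-sided Fisher's exact test over genes, p = 0.842). These names, apart from Foxd1, were chosen after their values were seen.

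Among the 9 genes that the study followed, 2, 2 and 1 had a promoter peak in PBS replicates 1, 2 and 3, and 1 had one in each CTX library (exact permutation p = 0.4, n = 3 each). Egr4, which encodes a zinc-finger transcription factor (ENSMUSG00000071341.4; chromosome 6, 85511121 to 85513589, minus strand), had a promoter peak in all 6 libraries. The peaks lay within the gene, downstream of its TSS, and covered 2197, 1283 and 1777 bp in PBS replicates 1, 2 and 3. In CTX replicates 1, 2 and 3 they covered 1256, 890 and 507 bp. At Egr4 the highest pileup scaled to depth was 23.5 ± 2.66 in the PBS libraries and 19.7 ± 1.16 in the CTX libraries (SD, n = 3 each), a log2 difference of -0.25 (exact permutation p = 0.1, the smallest possible). Over the 1016 regions of all libraries outside repeat-rich sequence, the median log2 difference was -0.28, so the value at Egr4 did not stand apart from these regions. At a q-value of at most 1e-05, Egr4 kept a promoter peak in 2 PBS libraries (replicates 1 and 3) and in 0 CTX libraries. With the summit required in the promoter window, a peak was counted in 2 PBS libraries (replicates 2 and 3) and in 3 CTX libraries. This order does not show a weaker mark in PBS replicate 1. Its merged peak of 2197 bp overlapped the window. Only the strongest summit of a merged peak was used, and that summit (85511468) lay outside.

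**Figure D4:**
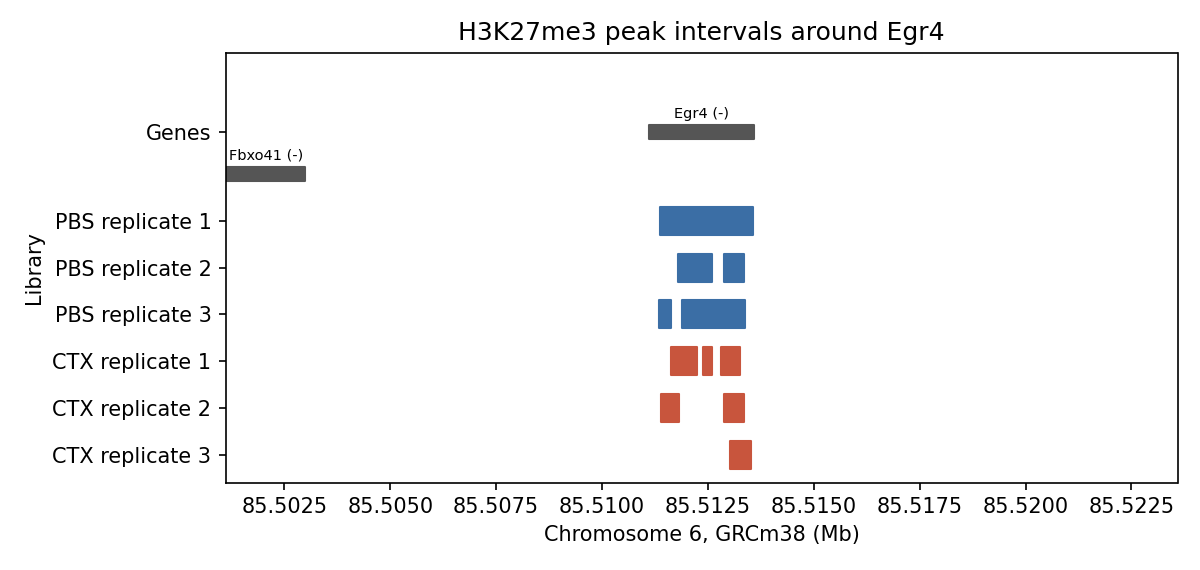
Merged H3K27me3 peak intervals of each library (y axis; PBS in blue, CTX in red) along chromosome 6 in Mb of GRCm38 (x axis), with annotated genes in grey and their strand in parentheses. Every library has at least 1 interval within Egr4, and the covered length ranges from 507 bp in CTX replicate 3 to 2197 bp in PBS replicate 1.

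Klf4, another zinc-finger transcription factor gene (ENSMUSG00000003032.8; chromosome 4, 55527143 to 55532466, minus strand), had a promoter peak in PBS replicates 1 and 2 and in none of the other 4 libraries. These Klf4 peaks were weak, with pileups of 6 and 7 reads and rank percentiles of 7.26 and 27.8 in their lists. At this depth the absence of a call in the other libraries does not show a difference, and neither peak was left with equal peak numbers. The other 7 genes had no promoter peak in any library: Btg2 (chromosome 1, 134075170 to 134079120), Cdkn1a (chromosome 17, 29090976 to 29100727), Eda2r (chromosome X, 97333840 to 97377216), Fas (chromosome 19, 34290666 to 34327772), Ccng1 (chromosome 11, 40748552 to 40755311), Gadd45g (chromosome 13, 51846678 to 51848468) and Alox5 (chromosome 6, 116410077 to 116461178).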

Values the study reported

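The study reported that promoter regions held 29.11% of H3K27me3 peaks in the control GCs and 24.90% after CTX treatment. It reported altered H3K27me3 peaks at 1650 genes, with lower peaks at 971 (58.84%) and higher peaks at 679 (41.16%) of them.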

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

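The exclusion of repeat-rich peaks and the pooling of the peaks of a group were chosen after the data were examined, and all other alternatives before. Peaks per library, covered bases, median peak width, promoter share, chromosome X share and genes with a promoter peak kept direction under every alternative run. No p-value of these values per library could pass 0.05 in this design. Their sizes changed more. With equal peak numbers the differences went from -681 to -288 genes, from -0.916 to -0.479 Mb and from -74 to -142 bp in width. The chromosome X difference went from 0.229 to 0.118 with peaks within 1000 bp joined and to 0.385 with a q-value of at most 1e-05. The difference in promoter share ranged from -10.2 percentage points (equal peak numbers) to -6.001 (q-value of at most 1e-05). It was -6.36 without repeat-rich peaks and -8.34 when the peaks of a group were pooled.

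With equal peak numbers, the PBS-specific regions fell to 83 and the CTX-specific regions rose to 20, the lost genes fell to 54 and the gained genes rose to 4. The difference in promoter share of group-specific regions fell to 21.4 percentage points and no longer passed 0.05 (Fisher's exact test, p = 0.129; the p-values over its other alternatives ranged from 6.63e-10 to 0.00397). The differences in study genes (0) and ribosomal protein genes (0) vanished, and the odds ratio of developmental regulators crossed 1, to 1.54. With a q-value of at most 1e-05 there were 103 PBS-specific and 4 CTX-specific regions and 80 lost genes, the difference for ribosomal protein genes was 0, and the odds ratio was 1.21. The odds ratio was 1.10 with a q-value of at most 0.01 and 1.31 with the window of 1000 bp, and the difference for ribosomal protein genes was 0 with that window as well. None of these odds ratios had a p-value under 0.05. Without repeat-rich peaks, there were 5 CTX-specific regions. Stricter thresholds and equal peak numbers leave fewer peaks by construction, and beyond that the cause was not tested.

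Leaving out a library asks for presence in fewer libraries, or absence from fewer, so counts of group-specific features rose by construction. The PBS-specific regions ranged from 229 to 642 and the CTX-specific regions from 14 to 58 across the 6 analyses that each left out 1 library. The lost genes ranged from 135 to 279 and the gained genes from 0 to 9. The difference in promoter share of group-specific regions ranged from 35.8 (without CTX replicate 3) to 64.3 percentage points. The difference in peaks ranged from -1789 to -679, that in ribosomal protein genes from -1.48 to -0.211 and that in chromosome X share from 0.149 to 0.315. The overlap within minus between groups ranged from -0.00414 (without PBS replicate 1) to 0.098 (without CTX replicate 2), and was also below 0, at -0.0027, without PBS replicate 3. The cause was not tested.

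The replicate numbers did not pair the libraries: the correlations of deviations from the group means over regions were -0.0104, -0.0184 and -0.0182 for the 3 same-numbered pairs. With the replicate block, the differences stayed at -8.38 percentage points for the promoter share, 0.229 for the chromosome X share and -74 bp for the width (exact sign-flip p = 0.25 for each, the smallest that 3 pairs allow). They stayed at -1253 peaks, -0.916 Mb, -681 genes and -0.667 study genes (exact sign-flip p = 0.5 for each), and at -0.844 for ribosomal protein genes (exact sign-flip p = 0.75). The paired counts are by definition the unpaired ones: 204 and 11 regions, 122 and 0 genes, with an overlap difference of 0.0358, an odds ratio of 0.803 and a promoter difference of 69.1. The block changed no call.

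Of the comparisons for single study genes and named regions, 122 and 54 were as in the main analysis, and 13 and 6 moved. These numbers say little about stability, because the 7 study genes without a promoter peak in any library had a difference of 0 under every alternative, and leaving out a library that held a peak changes the difference by 1 for Egr4 and Klf4 by construction. Apart from that, Egr4 moved with a q-value of at most 1e-05 (-2) and with the summit in the window (1), and Klf4 with a q-value of at most 0.01 (-1) or 1e-05 (0) and with equal peak numbers (0). Depth limits all counts of group-specific features, since a library with fewer reads lacks weak peaks.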

Other observations

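The tests on ribosomal protein genes, equal peak numbers, GC content, repeats within CTX-specific regions and the splits of the libraries were fixed before their results were seen. The tests on depth, pileups, local background, neighbouring peaks and repeat-rich peaks were chosen only after the results were seen.

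The promoter share of peaks was 59.1% in the PBS libraries and 50.8% in the CTX libraries. Both are higher than the values quoted from the study above. When the peaks of each group were pooled, the shares were 50.9% and 42.5%, and the difference was -8.34 percentage points. Whether the study pooled the peaks or took them per library is not stated, so part of the gap may reflect this. Pooling closed only part of it. The study annotated its peaks with ChIPseeker, and its promoter window is not given. The shares may therefore not be the same quantity. Promoter peaks were lost at 122 genes and gained at 0 genes. Both are lower than the numbers of genes with altered peaks quoted from the study above, which were obtained by another comparison.

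Several technical explanations of the lower promoter share after CTX treatment were weighed. With equal peak numbers per library the difference was -10.2 percentage points, so the lower number of peaks does not explain it, although equal numbers do not remove depth altogether. With the slope on depth within groups removed it was -8.42 percentage points, and every CTX library still lay below every PBS library (exact permutation p = 0.1, n = 3 each). CTX replicate 2 also had a lower promoter share (52.8%) than PBS replicate 2 (59.3%) despite its higher depth, so lower depth does not account for the difference. A higher share of repeat-rich peaks was measured after CTX treatment (14.1% ± 1.41 against 8.42% ± 1.36 of peaks, n = 3 each). In random windows of the genome it was 26.7%. These shares went by soft-masked bases only and left out peaks on contigs. Without repeat-rich peaks by the full definition the difference in promoter share was -6.36 percentage points, so they account for part of it only. Background tagmentation of open chromatin would put peaks on ribosomal protein gene promoters. The highest share in any library was 2.53%, and the share among all protein-coding genes was higher in each of the 6 libraries. This is a rough measure of the background of each library and does not test the difference in promoter share between the groups. A loss of H3K27me3 at promoters after CTX treatment remains open, beside the lower enrichment considered below.

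Much of the lower number of peaks in the CTX libraries went with depth. Over the 6 libraries the number of peaks rose with depth (Pearson's r = 0.987, exact permutation p = 0.00833; Spearman's rho = 0.943, exact permutation p = 0.0167; Benjamini-Hochberg adjusted p = 0.0333 for both over 6 relations). Without the 2 libraries farthest from the median depth, r was 0.918 over 4 libraries. With the slope on depth within groups removed, the difference of -1253 peaks shrank to -306, by 75.6%, but every CTX library still held fewer peaks than every PBS library (highest 4603 against lowest 4706; exact permutation p = 0.1, n = 3 each). The covered length rose with depth as well (r = 0.932, exact permutation p = 0.0139, adjusted p = 0.0333; rho = 0.886, exact permutation p = 0.0333, adjusted p = 0.05), although r was 0.686 over those 4 libraries. A difference of -0.451 Mb remained, again with every CTX library below every PBS library (exact permutation p = 0.1, n = 3 each). The slope was fitted within the actual groups, which favours that split, and its error was not allowed for. CTX replicates 1 and 2 covered less (1.45 and 1.94 Mb) than the slightly shallower PBS replicates 2 and 3 (1.74 and 2.49 Mb). Their peaks went both ways (4280 and 4993 against 4244 and 5325). Depth alone thus did not account for the covered length of these libraries. For the number of peaks the question stays open. The promoter share had no clear relation to depth (r = 0.426, exact permutation p = 0.411; rho = 0.371, exact permutation p = 0.497).

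Summit pileups, scaled to depth, were lower after CTX treatment at regions that were called in all libraries. Outside repeat-rich sequence, the median log2 difference over 1016 regions was -0.28, and 90.3% of the regions were lower. At 384 of these regions (37.8%) every CTX library lay below every PBS library, and at 15 above (1.48%), where chance gives 5% in each direction. Among these regions outside repeat-rich sequence, changes of more than 2-fold were few in both directions, with 3 lower and 2 higher. A region that lost its CTX calls is not in this set, so larger falls can be missed. The median of each CTX library (4.39, 4.47 and 4.42 on the log2 scale) lay below that of each PBS library (4.62, 4.67 and 4.82). CTX replicate 2 (1630 reads per Mb) lay below PBS replicates 2 and 3 although it was deeper than both (1375 and 1595). The shallowest PBS library was not the lowest of its group. Lower depth therefore does not explain the fall. A lower enrichment of the CTX libraries as a whole predicts a similar fall everywhere. The medians of promoter (-0.28) and other regions (-0.26) differed by only -0.0235, but 93.3% of the promoter and 80.3% of the other regions were lower. Every CTX library lay above every PBS library at 0.129% of the promoter regions and at 5.88% of the others. The evidence on a uniform fall is therefore mixed. A decline of H3K27me3 throughout the genome after CTX treatment predicts the same as a technical loss of enrichment, and without a spike-in these values do not separate the 2. On Western blots the paper found less H3K27me3 and less of its methyltransferase EZH2 after CTX, without significant change in the other histone marks tested. It also reported weaker H3K27me3 staining in apoptotic GCs and a fall in cultured GCs given an active metabolite of CTX. These experiments go with a decline of the mark, but they do not exclude a technical loss in these libraries.

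Repeat-rich regions went the other way. At 108 such regions called in all libraries the median log2 difference was 0.51. At 48 of them (44.4%) every CTX library lay above every PBS library. Changes of more than 2-fold were found at 22 of them in the higher and at 0 in the lower direction. The highest pileups were at chromosome 2, 98662206 to 98662927, with 761, 567 and 463 reads in the PBS libraries and 782, 713 and 665 in the CTX libraries, and at chromosome 9, 3001991 to 3002325, the log2 difference was 1.05. These regions were chosen after their values were seen. Reads from many copies of a repeat can pile up at such places whatever the antibody. A loss of the mark alone, with background reads as before, cannot be told apart from a larger share of background reads by this value of 0.51, since scaling to total depth raises the background whenever marked regions take a smaller share of the reads.

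The CTX-specific regions may in part be such repeat signal. Their median soft-masked share was 43.8%, against 6.49% in the PBS-specific regions and 7.56% in the regions of all libraries, and the number of such regions was 5 instead of 11 when repeat-rich peaks were left out beforehand. GC content was tested as an explanation of their promoter share. Their median GC content was 54.7%, against 55.1% in the PBS-specific regions. None of the 3 GC bins held 10 regions of each kind, so the comparison planned within bins was not possible. Had they the promoter share of the PBS-specific regions in the same GC bin, a comparison made in its place after the bins were seen, 64.9% would overlap a promoter, whereas 0 did.

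A neighbouring peak called in place of the region was tested for the 204 PBS-specific regions. A CTX peak lay within 5 kb in at least 1 CTX library for 116 of them (56.9%), against 2.84% of random windows, and in all 3 CTX libraries for 46 of them (22.5%). Many PBS-specific regions thus border on sequence where a peak was still called after CTX treatment, but for most of them this was not the case in all CTX libraries.

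The groups were compared with the other splits of the 6 libraries, of which there are 10, too few for a share under 0.1. Regions specific to either side numbered 215 for the actual groups (1 of 10 splits as large), and at most 193 for any other. The difference in promoter share of group-specific regions was 69.1 points (1 of 10 splits as large, the next being 58.9). Genes with promoter peaks specific to either side numbered 122, and 2 of 10 splits gave as many. The second was that of the 3 deepest against the 3 shallowest libraries. For the odds ratio of developmental regulators the count (10 of 10 splits as far from 1) is uninformative, since 7 of the 9 other splits had an odds ratio of 0 on a side with only 1 to 7 lost genes. Depth of the libraries was therefore examined for the lost genes with equal peak numbers: 54 genes were lost and 4 gained, and 1 of 10 splits gave as many, but the split by depth still gave 52 genes against 58, so equal numbers did not remove depth. Depth was then tested by exchanging PBS and CTX libraries within 5% of each other's depth, which left the mean depth of the 2 sides at least as far apart. Exchanging PBS replicate 2 with CTX replicate 1 gave 42 genes, PBS replicate 3 with CTX replicate 2 gave 38, and both exchanges gave 22 (23, 27 and 23 with equal peak numbers). Depth alone would have left the count about as high, so it is not the whole cause, although it could contribute, given the split by depth.

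The local background used in peak calling may itself contain the mark. At the median summit it was 14.8 to 27.5 times the genome background, depending on the library. Summits within 5 kb of Hox genes had median local backgrounds of 12.04 to 28.03 reads, against 3.26 to 8.92 elsewhere, and the ratio was at least 2.53 in every library. A broad domain raises the level that a summit has to exceed. This is a candidate explanation for why many Hox promoters lack a called peak. It was not tested at those promoters, because backgrounds were recovered at called summits only. Median pileups at the Hox summits were higher as well, at 35 to 63 reads against 17 to 31 elsewhere. The median deposited fold enrichment was higher in the CTX lists (3.85 ± 0.215) than in the PBS lists (3.34 ± 0.127; exact permutation p = 0.1, n = 3 each), but these lists differ in depth and in the regions they hold. At the strongest summits of the 1016 regions outside repeat-rich sequence that were called in all libraries, the median log2 difference in deposited fold was 0.00267, while the local background scaled to depth changed by -0.334 (95.7% of regions lower) beside the fall in pileup. The fold enrichment over local background therefore did not register the fall in scaled pileup at these regions. Without a spike-in, these values do not show which measure follows the level of H3K27me3.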
